A study of Mus musculus with 57 samples.

How the data were processed

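RNA was sequenced from CD11b-positive cells of mouse brain, annotated as microglia in the labels, of wild-type (WT) animals and of littermates deficient in P2RY12 (KO). P2RY12 is a receptor for extracellular nucleotides that is abundant on resting microglia. The labels list 57 libraries in 2 experiments. The first, called the sex experiment here, has 24 libraries of male and female animals. The second, called the LPS experiment here, has 33 libraries of animals whose labels read either LPS or ns. LPS is lipopolysaccharide, a bacterial cell-wall component that provokes inflammation, given into the peritoneum at 1 mg/kg. The labels do not define ns, and it is used here as written. Per the labels, libraries were made from polyadenylated RNA and sequenced on a NovaSeq instrument.

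The authors deposited 1 table of raw read counts per gene for each experiment. The deposited counts are whole numbers and were not normalized, and column totals differ between libraries. Per the file headers, the counts of the sex experiment came with gene coordinates on RefSeq chromosomes of the mouse build GRCm39. In that table the length given for every gene equals its whole span, so introns lie inside the counted spans, and genes that overlap can share reads. In the sex experiment 78.4% to 87.7% of the low counts of a library were even numbers, against 41.0% to 46.2% in the LPS experiment. The way the tables were counted therefore differed, and no model was fitted to both. Across the tables, the calls and fold changes of the separate fits were compared. The aligner, the counting program and its strand setting are not stated in the labels or the headers.

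The sex experiment has 18 columns, 1 per animal. The labels also list 6 repeat libraries of those animals, which have no column of their own and were not analysed here. Whether their reads are part of the animal's column is not stated. Columns were matched to samples by name, and 0 columns were left without a sample. Groups were taken from the labels. In the LPS experiment the library names fall into 2 sets, each holding all 4 groups, and end in a library number. The labels give no sex for that experiment.

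Replicates were compared by a chi-square of their counts over genes with at least 20 counts in a pair. The ratio of the chi-square to its degrees of freedom, which is 1 for sampling noise alone, was 1.86 for WT LPS 8 and WT LPS 9 and at least 8.32 for every other pair within a group of the LPS experiment. The pair was summed and counted as 1 sample, so that 32 samples were tested there. The ratio of this pair exceeds sampling noise, so counting the pair as 1 sample was a judgement made after the counts were seen. It departs from the design as first written, in which all 33 libraries of the LPS experiment entered the fit. Counts of calls from the fit as first written are given beside those reported for that experiment.

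Genes were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 31709 of 50565 genes in the sex experiment and 15857 of 53278 in the LPS experiment. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F test with robust dispersions. Each experiment was fitted in 1 model with a mean per group, and the LPS experiment had the library set as a covariate. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene is called where its adjusted p-value is under 0.05. Fold changes are on the log2 scale with an approximate standard error (SE). This SE was not estimated by the fit. It is the absolute log2 fold change divided by the square root of the F statistic of its test. Levels are in CPM, the count of a gene divided by the TMM-scaled total of its library in M counts (M standing for mega), as mean ± SD. The 9 gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, over 63 pairs of a list and a contrast.

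Alternatives were DESeq2 1.42.0 in place of edgeR, RLE scaling, no filter, a filter at a mean of 5 CPM, a log2 fold change of at least 1 as well, only the groups compared, no set covariate, each library set by itself, a replicate block, and each animal of the sex experiment left out in turn. For gene lists they were camera with an estimated correlation and the rotation test fry. These designs, lists and alternatives were fixed before the data were examined, except that the fixed design kept WT LPS 8 and WT LPS 9 apart. Summing that pair was chosen after seeing the data, and so were the sex-by-genotype interaction of gene lists, the mean of the neutrophil markers as a covariate, and fits without every library of number 2, 3, 4 or 5 in all groups alike. The last were prompted by the P2ry12 and Saa3 counts of the libraries numbered 2 and are not the main result.

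The replicate block pairs animals of the sex experiment by the number in their titles, and libraries of the LPS experiment by set and library number. Over 8 same-numbered pairs of the sex experiment, deviations from the group mean correlated across genes with a mean r of 0.126, against -0.0296 for 32 other pairs. In the LPS experiment the mean r was 0.111 over 45 same-numbered pairs, with -0.0593 in set 1 and 0.305 in set 2, against -0.0197 for 147 other pairs. Genes are not independent replicates.

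The named genes are P2ry12, genes that check the sex labels, members of the lists, and for each contrast the 3 genes with the largest rise and the 3 with the largest fall among those called with a mean of at least 5 CPM in the higher group. Genes named outside this rule are said to be so. Gene biotypes were taken from a RefSeq table matched by symbol. The reference genome provided is of another build than the tables, and no coordinate was taken from it. Coordinates of genes in the LPS experiment are those the table of the sex experiment gives for the same symbol.

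The procedure was tested on simulated data made from the means, totals and dispersions of each experiment. Of 198 genes changed 2-fold in 1 group of the sex experiment 39.4% were called, and 69.2% of those changed 4-fold. In the LPS experiment 31.7% of 199 genes were called at 2-fold and 89.4% at 4-fold. False calls made up 2.73% to 4.55% of calls, and contrasts without a change gave 0 calls. Simulated genes varied independently of each other, without batches, library sets or libraries that go against their labels. These rates therefore do not cover errors from such sources.

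Totals ranged from 58.5 to 318.5 M counts (M standing for mega) in the sex experiment and from 15.9 to 168.4 M in the LPS experiment. The smallest level that 3 counts can show was 0.00942 to 0.0512 CPM in the former and 0.0178 to 0.189 in the latter. Intervals (Wilson, 95%) and floors cover counting error only, since molecular identifiers are not recorded in the tables.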

Results

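Gene expression was measured by RNA sequencing in CD11b-positive brain cells of WT and KO mice to ask how loss of P2RY12 changes the transcriptome of microglia, whether the change differs between the sexes, and whether it alters the response to LPS. The sex experiment held 4 male WT, 5 male KO, 4 female WT and 5 female KO animals. Their totals were 169.3 ± 123.9 M, 168.1 ± 59.6 M, 136.3 ± 96.1 M and 95.7 ± 39.6 M counts (mean ± SD, M standing for mega) in that order. The LPS experiment held 8 libraries labelled WT ns, 9 labelled WT LPS, 8 labelled KO ns and 8 labelled KO LPS. The median total there was 24.7 M counts. The library WT ns 4 had 168.4 M, and the next highest had 45.3 M. The spread within groups, expressed as the biological coefficient of variation, was 35.3% in the sex experiment and 46.1% in the LPS experiment. The latter includes 4 WT libraries that went against their treatment labels, described below, so it is not a spread between animals alone. The libraries WT LPS 8 and WT LPS 9 differed by a chi-square of 1.86 per degree of freedom, against at least 8.32 for the other pairs within groups. They were counted as 1 sample, which gives n = 8 in that group.

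P2ry12, the targeted gene, lies on chromosome 3 (GRCm39) from 59123692 to 59170408 on the minus strand. In the sex experiment its level was 4895 ± 1189 CPM (counts per M counts of the library after TMM scaling, SD, n = 4) in male WT and 482 ± 36.4 (n = 5) in male KO. It was 4268 ± 873 (n = 4) in female WT and 376 ± 55.9 (n = 5) in female KO. The lowest WT animal was at 3007 and the highest KO animal at 526.4 CPM, so all 18 animals were on the side of their genotype label. Counts remained in KO animals, with at least 25667 counts per animal, and gene-level counts do not show which exons they cover. The sex labels were checked with Xist, a transcript of the inactive X chromosome, and with genes of the Y chromosome. Xist was at 791 ± 138 CPM in female WT and 0.2475 ± 0.1005 in male WT. Kdm5d was at 37.2 ± 6.07 in male WT, and 0 counts were found in the 4 female WT animals.

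**Figure D1:**
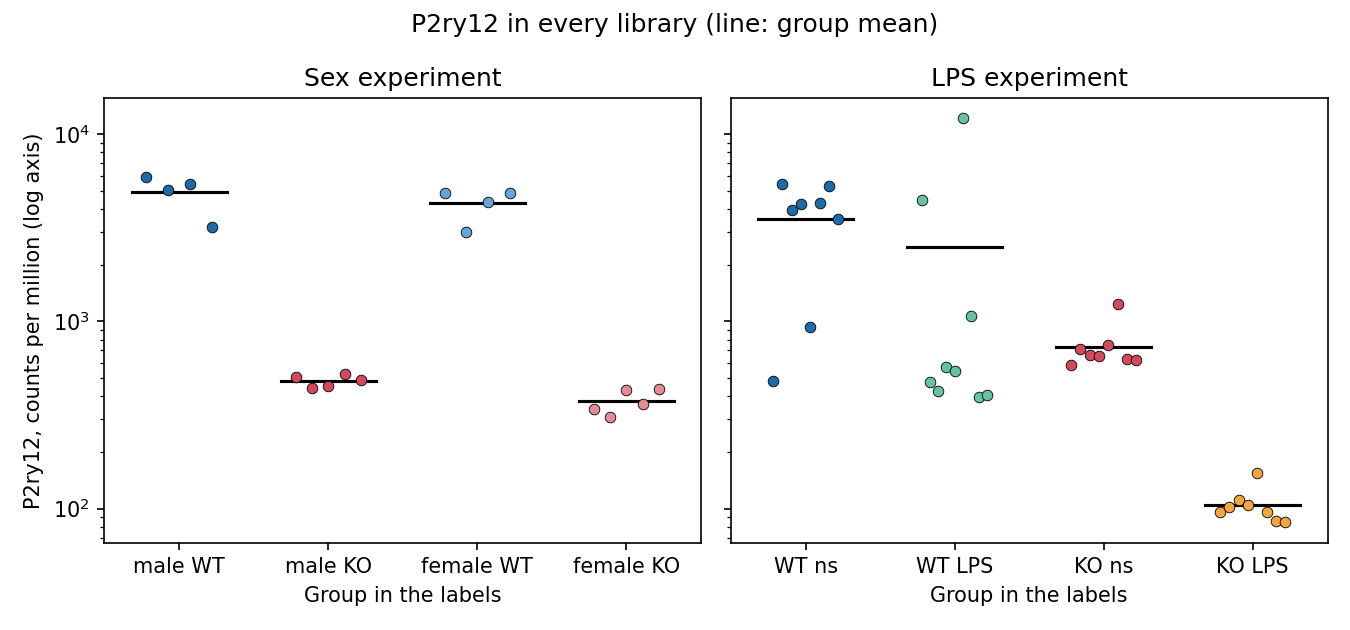
Level of P2ry12 in CPM on a log axis, with 1 point per library and a line at the group mean, for the sex experiment on the left and the LPS experiment on the right. Male and female KO animals lie at or below 526.4 and WT animals at or above 3007, while the groups labelled WT ns and WT LPS each spread over a wide range.

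In males, 3 of 31709 genes were called between KO and WT, all lower in KO (edgeR's quasi-likelihood test, Benjamini-Hochberg). The log2 fold changes (± SE) were -3.34 ± 0.17 for P2ry12 (adjusted p 5.18e-10), -2.66 ± 0.15 for Med12l (adjusted p 1.58e-09) and -2.00 ± 0.19 for P2ry13 (adjusted p 4.42e-05). Unadjusted p-values under 0.05 were found for 2171 genes. Same-numbered animals deviated together with a mean r of 0.126, and the replicate block gave 4 calls. The largest move among the alternatives came from DESeq2, with 27 calls. P2ry13 and P2ry12 lie inside Med12l, which spans 58912820 to 59225867 on the opposite strand. P2ry12, P2ry13, P2ry14 and Gpr171, which lie inside Med12l, together held counts equal to 97.5% to 98.3% of the Med12l count in WT animals and 84.6% to 88.1% in KO animals. The level of Med12l in this table therefore contains reads of the genes inside it, and its fall is not an independent measurement. In the LPS experiment, Med12l had 66.7 ± 18.7 CPM in WT ns and 83.5 ± 16.45 in KO ns, with a log2 fold change of 0.33 ± 0.24 (adjusted p 0.749).

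**Figure D2:**
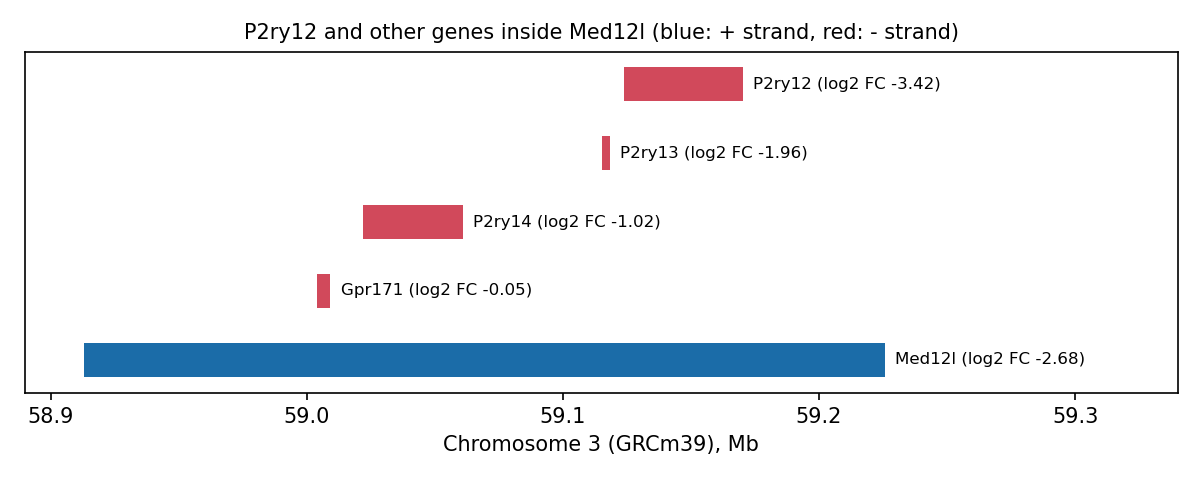
Map of Med12l and of P2ry12, P2ry13, P2ry14 and Gpr171, which lie inside it, on chromosome 3 of GRCm39, in Mb, with bars for gene spans, coloured by strand, and the log2 fold change of KO against WT averaged over the sexes. P2ry12 (-3.42), P2ry13 (-1.96) and Med12l (-2.68) were called, while P2ry14 (-1.02) and Gpr171 (-0.05) were not.

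In females, 52 genes were called, 49 higher and 3 lower in KO, and 1655 genes had an unadjusted p-value under 0.05. The replicate block (mean r 0.126) left 5 calls, and a fit of the 2 female groups alone left 3. The log2 fold changes were -3.50 ± 0.17 for P2ry12 (adjusted p 2.4e-10), -2.70 ± 0.15 for Med12l and -1.92 ± 0.19 for P2ry13. The largest rises were in the long noncoding RNA Gm32296 (1.83 ± 0.32, adjusted p 0.0231), Dnajb13 (1.01 ± 0.20, adjusted p 0.0406) and Ildr1 (0.84 ± 0.13, adjusted p 0.0142). Ildr1 was at 36.2 ± 5.41 CPM in female KO (n = 5) and 20.2 ± 4.16 in female WT (n = 4). Under the replicate block Gm32296 and Dnajb13 were no longer called. The 3 genes called in males were also called in females.

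Averaged over the sexes, 137 genes were called, 133 higher and 4 lower in KO. The replicate block (mean r 0.126) gave 84 calls. Requiring a log2 fold change of at least 1 as well left 14, and DESeq2 gave 358. Pgk1, on chromosome X from 105230706 to 105247305, rose by 1.75 ± 0.27 (adjusted p 0.0123). It was at 40.9 ± 6.36 CPM in male KO and 12.3 ± 9.14 in male WT, and at 31.8 ± 2.96 in female KO and 9.38 ± 4.78 in female WT. With the replicate block its adjusted p-value was 0.0809. Over 23 other settings its adjusted p-value ran from 3.11e-10 to 0.0809. Gm32296 rose by 1.25 ± 0.23 (adjusted p 0.0140), a call lost with the replicate block, and the long noncoding RNA Gm35582 by 0.91 ± 0.18 (adjusted p 0.0275). A log2 fold change of 1 was reached by 10 of the 133. The higher genes included 19 members of the ribosomal protein list and 21 annotated pseudogenes. Genes of these families share near-identical sequence, and 27 of the 133 overlap another of them, so their individual changes are uncertain.

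No single gene was found to change differently with genotype between the sexes. The sex-by-genotype interaction gave 0 calls, with 879 genes at an unadjusted p-value under 0.05, and 0 calls with the replicate block (mean r 0.126), with 760 such genes. For P2ry12 the interaction was -0.16 ± 0.23 (adjusted p 0.999). Gene lists did differ in direction. The immediate early genes had a median log2 fold change of -0.33 in male KO, with 1 of 22 higher, and 0.18 in female KO, with 22 of 22 higher. The nuclear-encoded oxidative phosphorylation list had -0.12, with 10 of 87 higher, and 0.11, with 75 of 87 higher. In male WT 5 the mean of that list was 4.33 log2 CPM, against 3.85 to 3.98 in the other male WT animals. Male KO animals were at 3.86 to 4.02, so the lower direction in males is not shown without male WT 5. The immediate early genes were at 8.27 in male WT 5, 7.37 to 7.55 in other male WT and 7.10 to 7.63 in male KO. Both lists still passed the camera interaction test below when male WT 5 was left out. In an interaction test of the 9 lists with camera, chosen after these directions were seen, 4 lists passed, and 4 with the replicate block, but 0 with the inter-gene correlation estimated from the data and 0 with fry. A gene called in females and not in males is therefore not shown to respond differently. Between female and male WT animals 23 genes were called, 6 higher and 17 lower in females. Besides Xist, the largest rises were in Tsix (10.38 ± 0.26, adjusted p 6.00e-15), which overlaps Xist on the other strand, and Kdm6a (0.69 ± 0.08, adjusted p 0.000307). The largest falls were in the Y-linked genes Kdm5d, Ddx3y and Eif2s3y, which had at most 4 counts in any female WT animal.

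In the LPS experiment, P2ry12 and the acute-phase gene Saa3 went against the treatment label in 4 of the 17 WT libraries, all with library number 2. The library labelled WT ns 1 had 482 CPM of P2ry12 and 1785 of Saa3, and the library labelled WT ns 5 had 929 and 2495. The other 6 libraries labelled WT ns had 3524 to 5420 of P2ry12 and 1.53 to 64.5 of Saa3. The library labelled WT LPS 1 had 4472 of P2ry12 and 1.60 of Saa3, and the library labelled WT LPS 6 had 12170 and 3.21. The other 7 libraries labelled WT LPS had 397 to 1065 of P2ry12 and 1420 to 9742 of Saa3. None of the 16 KO libraries did so. Saa3 was at 0.863 to 3.25 in those labelled KO ns and 1027 to 3706 in those labelled KO LPS. All libraries were kept in the groups given by their labels, and every direction below that involves a WT group rests on labels that these counts contradict.

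**Figure D3:**
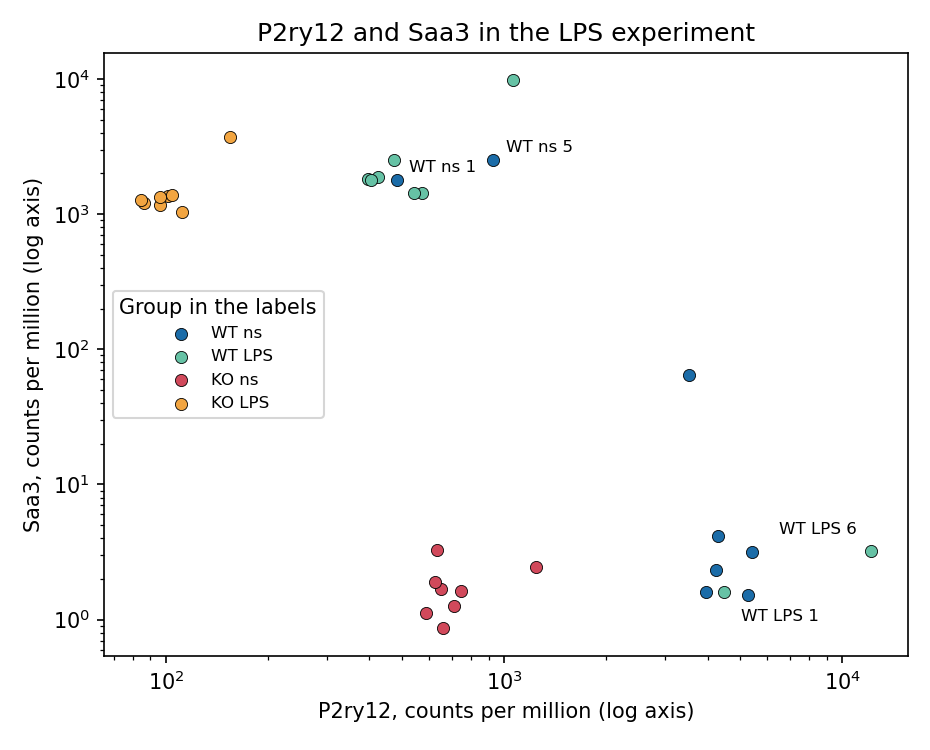
Saa3 against P2ry12 in the 33 libraries of the LPS experiment, in CPM on log axes, coloured by the group in the labels. The libraries labelled WT ns 1 and WT ns 5 lie among those labelled WT LPS, with Saa3 at 1785 and 2495, and those labelled WT LPS 1 and WT LPS 6 lie at 1.60 and 3.21.

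Between the libraries labelled LPS and ns in KO, 3542 of 15857 genes were called, 1637 higher and 1905 lower with LPS, and 3569 in the fit as first designed, with WT LPS 8 and WT LPS 9 kept apart. Same-numbered libraries deviated together with a mean r of 0.111 over all sets, and the replicate block gave 4336 calls. Within library set 1 there were 4815 calls and within set 2 there were 0, with 2126 genes at an unadjusted p-value under 0.05, so the count does not hold within both sets. The count of 0 does not show an absent response in set 2. Saa3 there was at 1.62 to 3.25 CPM in KO ns and 1216 to 3706 in KO LPS libraries. Marco rose by 10.04 ± 1.69 (adjusted p 0.000339) and Saa3 by 9.82 ± 1.73 (adjusted p 0.000453). Nos2 rose from at most 2 counts per library in KO ns to 6.07 ± 3.38 CPM in KO LPS (n = 8). The log2 fold changes were -7.47 ± 1.45 for Cd209a, -6.63 ± 1.16 for Adcy8 and -6.35 ± 1.15 for Duoxa1, with counts falling to at most 8 counts in any KO LPS library. P2ry12 fell by 2.79 ± 0.60 (adjusted p 0.00166), from 730 ± 213 to 104 ± 22.2 CPM (n = 8 each).

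Between the libraries labelled LPS and ns in WT, 0 genes were called, while 3605 had an unadjusted p-value under 0.05 and the lowest adjusted p-value was 0.0696. The replicate block (mean r 0.111) also gave 0 calls, with 3574 such genes, as did library set 1, with 1953, and set 2, with 1291. In the fit as first designed, with WT LPS 8 and WT LPS 9 kept apart, 36 genes were called, 6 higher and 30 lower, so the count of 0 depends on summing that pair. DESeq2 called 732. Without the libraries of number 2 in any group, a fit chosen after their counts were seen, 5739 genes were called in WT and 4628 in KO, 3323 of them in both and in one direction. Without number 3, 4 or 5 there were 0 calls in WT, with 855, 1540 and 1329 genes at an unadjusted p-value under 0.05. Of the 3542 genes called in KO, 3254 changed in the same direction in WT, with a slope of 0.409 across these genes, which are not independent replicates. Genes called in both genotypes numbered 0, 0 with the replicate block, and 30 with that pair kept apart. The genotype-by-LPS interaction gave 0 calls, with 1698 genes at an unadjusted p-value under 0.05, and 0 with the replicate block, with 1838 such genes. With the pair kept apart there were 0, with 1443 such genes. DESeq2 gave 11. For P2ry12 the interaction was -2.23 ± 0.81 (adjusted p 0.416).

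Between KO and WT at ns, 18 genes were called, 9 higher and 9 lower, 16 with the replicate block (mean r 0.111) and 21 with WT LPS 8 and WT LPS 9 kept apart. In library set 1 there were 8 calls and in set 2 there were 0, with 638 genes at an unadjusted p-value under 0.05. The log2 fold change of P2ry12 was -2.28 ± 0.59, and it was not called (adjusted p 0.160), at 730 ± 213 CPM in KO ns and 3504 ± 1844 in WT ns (n = 8 each). The wide spread in WT ns came with the libraries labelled WT ns 1 and WT ns 5, at 482 and 929 CPM. The adjusted p-value of P2ry12 ran from 0.0111, with DESeq2, to 1 over 9 other settings, with a log2 fold change of -2.41 under the replicate block (adjusted p 0.232). Without the libraries of number 2, chosen after their counts were seen, it was -2.57 (adjusted p 3.31e-06), and without number 3, 4 or 5 the adjusted p-values were 0.410, 0.632 and 0.620. Rxfp1 fell by 6.54 ± 0.77 (adjusted p 1.15e-05). It is on chromosome 3 from 79548910 to 79645258. Rxrg rose by 1.93 ± 0.30 (adjusted p 0.00114), Pgk1 by 1.72 ± 0.32 (adjusted p 0.0115) and the pseudogene Gm3791 by 0.97 ± 0.20 (adjusted p 0.0300). Saa3 (-8.32 ± 1.63, adjusted p 0.0244) and Marco (-7.91 ± 1.56, adjusted p 0.0244) were called lower. For Saa3 the WT ns mean of 544 ± 1001 CPM rested on the libraries labelled WT ns 1 and WT ns 5, and neither gene was called under the replicate block.

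Between KO and WT at LPS, 20 genes were called, 3 higher and 17 lower. In the fit as first designed, with WT LPS 8 and WT LPS 9 kept apart, there were 11, 3 higher and 8 lower, all of them among the 20. With the replicate block (mean r 0.111) there were 12, 6 higher and 6 lower, 9 of them shared with the 20. Without the libraries of number 2, chosen after their counts were seen, there were 14, 8 higher and 6 lower, 8 of them shared with the 20. There were 10 calls in library set 1, 8 of them higher, and 0 in set 2, with 423 genes at an unadjusted p-value under 0.05. The log2 fold changes were -4.51 ± 0.66 for P2ry12 (adjusted p 6e-04), -8.40 ± 0.72 for Ccr1l1 (adjusted p 1.67e-08) and -7.29 ± 1.44 for Cd209a (adjusted p 0.0317), the last not called under the replicate block or with that pair kept apart. P2ry12 was at 104 ± 22.2 CPM in KO LPS and 2511 ± 4132 in WT LPS. The libraries labelled WT LPS 1 and WT LPS 6 were at 4472 and 12170. The others labelled WT LPS were at 397 to 1065, above the KO LPS range of 84.4 to 154.4. The size of this fall therefore depends on libraries that go against their labels. The adjusted p-value of P2ry12 ran from 4.17e-13 to 0.997 over 9 other settings. Cd209a was at 18.2 ± 36.8 CPM in WT LPS, with WT LPS 6 at 103.3. Ccr1l1, on chromosome 9 from 123776467 to 123786752, was at 0.846 ± 0.410 CPM in KO LPS and 288 ± 183 in WT LPS (n = 8 each). The library labelled WT LPS 5 had 1.21 CPM of it (26 counts), within the KO LPS range of 0.360 to 1.66. Rxrg rose by 2.02 ± 0.30 (adjusted p 0.000751) and Apob by 1.84 ± 0.38 (adjusted p 0.0439). The ns and LPS calls shared 7 genes, all in one direction. With the sex-averaged calls of the other experiment, the ns calls shared 1 gene, Pgk1. Under the replicate block they shared 2 other genes, Rxrg and Slc1a3, and Pgk1 was not among them. The LPS calls shared P2ry12 with the sex-averaged calls, and P2ry12 and Rxrg under the replicate block. Slc1a3 was named after its values were seen.

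Of 63 pairs of a gene list and a contrast, 43 passed an adjusted p-value of 0.05 with camera, 28 higher and 15 lower, 39 with the replicate block (mean r 0.126 and 0.111 in the sex and LPS experiments) and 40 with WT LPS 8 and WT LPS 9 kept apart. With the inter-gene correlation estimated from the data 5 passed, and with fry 10. The same 5 pairs passed all 4 of these settings. In female KO the median log2 fold change was 0.43 for the ribosomal protein list, with 83 of 87 members higher, and 0.34 for the list of disease-associated microglia, with 16 of 19 higher. The mean of the latter list was 6.48 and 6.45 log2 CPM in female KO 4 and female KO 5. The other female KO animals were at 5.88 to 6.01, within the female WT range of 5.66 to 6.06. Its rise therefore came mainly with those animals. The genes encoded by mitochondria rose in KO with a median of 0.40 in males and 0.37 in females, with 13 of 13 higher in each. In the LPS experiment their median in KO against WT was 0.70 at ns, with 10 of 10 higher (camera, adjusted p 0.00302). That did not pass with an estimated correlation (adjusted p 0.587) or with fry (0.479). The list mean was 9.73 log2 CPM in KO ns 6 and 6.56 to 7.58 in the other KO ns libraries. WT ns libraries were at 6.30 to 7.93, so the rise at ns is not shown without KO ns 6. At LPS the median of these genes was -0.28, with 2 of 10 higher (camera, adjusted p 0.727). The list of disease-associated microglia had -0.07 at ns, with 7 of 19 higher (adjusted p 0.846), and -0.25 at LPS, with 6 of 19 higher (adjusted p 0.598). The interferon list rose with LPS in KO by a median of 2.13, with 20 of 20 members higher. In WT it rose by a median of 1.19, with 20 of 20 higher, on labels that 4 libraries go against. That rise passed with camera (adjusted p 2.95e-13) and fry (0.00916) but not with an estimated correlation (0.163). Its genotype-by-LPS interaction, with a median of 0.87, passed with camera (adjusted p 1.65e-08) but not with fry (0.156) or an estimated correlation (0.346). With RLE scaling none of these medians changed sign. The glycolysis list did not pass between KO and WT in either sex, with medians of -0.14 in males (adjusted p 0.514) and -0.05 in females (adjusted p 0.318).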

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

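All tests of explanations in this part were chosen after the results were seen. Among 160 groups of 4 to 10 libraries or animals, 38 had a highest or lowest value far from the rest by Dixon's ratio, the gap to the nearest value over the whole range, where chance gives about 8. Values of one library are not independent, so the 38 do not count separate events. In 4 gene lists the change with genotype differed between the sexes with camera. With an estimated correlation and with fry 0 lists did so, and 68 of 100 splits gave as many as 4.

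Total counts stood apart in 4 groups. Female WT 1 had 280.2 M against 95.2 M for the next animal (ratio 0.929), and female KO 1 had 165.3 M against 86.8 M (0.83). The library labelled WT ns 4 had 168.4 M against 27.2 M (0.941), and KO ns 4 had 40.1 M against 28.2 M (0.539). No biological explanation was tested for a total.

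Male WT 5 stood apart from the other 3 male WT animals in 5 measures. Its homeostatic microglia list was low (0.895), at a mean of 10.6 against 11.2 or more log2 CPM, and so was P2ry13 (0.914), at 1204 against 1963 or more CPM. Its glycolysis list (0.85), ribosomal protein list (0.893) and Pgk1 (0.892), at 25.9 against 8.44 or less, were high. Male KO 5 had a low homeostatic list (0.807), and female WT 2 a high glycolysis list (0.87). Reads from neutrophils could be part of this in male WT 5 and female WT 2, which lay at 138.8 and 86 on the second principal component, with male KO 5 at -7.5, since 7 of the 10 neutrophil markers were among the 100 largest loadings of that component (Fisher's exact test, one-sided p 2.98e-16). With the mean of those markers as a covariate, the averaged contrast gave 330 calls against 137, so the count of calls did not fall when the markers were accounted for. No group in the design gives a biological explanation for a single animal.

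KO ns 6, KO LPS 5 and the library labelled WT ns 5 stood apart in several measures. The share of counts from mitochondrially encoded protein-coding genes was 7.69% in KO ns 6 (Wilson 95% interval 7.68 to 7.70, ratio 0.801), 5.11% in KO LPS 5 (5.10 to 5.12, 0.911) and 2.84% in WT ns 5 (2.83 to 2.84, 0.735). In KO ns 6 the ratios were 0.741 for the nuclear-encoded and 0.677 for the mitochondrially encoded oxidative phosphorylation list, 0.694 for the ribosomal protein list, 0.758 for P2ry12, 0.528 for Cd209a, 0.89 for Duoxa1 and 0.748 for Pgk1, all high. In KO LPS 5 they were 0.816, 0.807 and 0.812 for the same 3 lists, 0.61 for P2ry12, 0.866 for Saa3 and 0.573 for Apob, all high, and 0.661 for the glycolysis list and 0.807 for the immediate early genes, both low. In WT ns 5 they were 0.619 for the mitochondrially encoded list, 0.554 for the ribosomal protein list and 0.594 for Pgk1, all high, and 0.71 for the immediate early genes, which were low.

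Depth could not account for the 3 libraries together, since 1 of the 3 had the lowest or highest total of its group. With mitochondrially encoded genes left out before scaling, the ribosomal protein list still stood apart in 3 of the 3. Counts taken up by those genes would lower other genes, and this list was high. That test therefore could not decide the point. Within library set 2 the ribosomal protein list still stood apart in 2 of the 3, so the set accounts for it in 1 at most. The 3 belong to the 6 libraries of this experiment above 0 on the first principal component, all of set 2 and of number 2 or 3, which include all 4 of set 2 with number 2. Same-numbered libraries of set 2 deviated together with a mean r of 0.305. A batch that follows set and number therefore remains, and it cannot be told apart from differences between single libraries. No biological explanation was tested, since no group of the design sets these libraries apart.

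In the group labelled WT LPS, the library labelled WT LPS 6 was high in P2ry12 (0.655), at 12150 against 4461 or less CPM, and in Cd209a (0.632), at 103.3 against 38.1 or less, and low in the glycolysis list (0.555). It is 1 of the 4 WT libraries whose genes went against their treatment labels. Over the 3542 genes called between LPS and ns in KO, each library was placed on an axis from the KO ns mean (0) to the KO LPS mean (1). The libraries labelled WT ns 1 and WT ns 5 were at 1.09 and 1.03, and those labelled WT LPS 1 and WT LPS 6 at 0.12 and 0.03. The other libraries labelled WT ns were at -0.02 to 0.25 and those labelled WT LPS at 0.94 to 1.15. So 4 WT libraries were on the other label's side. The 16 KO libraries defined the axis and its genes, so their place on it is no check of their labels. Animals that failed to respond to LPS could not account for this alone, since 2 of the 4 were labelled WT ns and lay on the LPS side. Exchanged labels among the WT libraries of number 2 are a candidate explanation that remains; the counts cannot show where an exchange took place, and the labels were kept.

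In the interaction test with camera, over 9 lists, the change in KO was higher in females than in males for the ribosomal protein list (Benjamini-Hochberg adjusted p 3.79e-19, with a median log2 difference of 0.29 and 82 of 87 members higher), the immediate early genes (3.19e-15, 0.63, 22 of 22), the nuclear-encoded oxidative phosphorylation list (4.70e-13, 0.23, 81 of 87) and the list of disease-associated microglia (0.00320, 0.33, 18 of 19). Members of a list vary together between animals, which this test allows for only by a fixed correlation. With exchanged genotype labels 68 of 100 splits gave 4 or more lists, up to 9, so the difference between the sexes is not set apart from other splits. Library size and gene length were not tested for it, and the pattern cannot be told apart from technical explanations.

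KO ns 8 was high in Rxfp1 (0.634), at 0.203 CPM, which is near the smallest level that 3 counts can show, and KO LPS 7 was high in Marco (0.699), at 1071 against 718 or less. No explanation was tested for either.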

How the results depend on the processing

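The neutrophil covariate, the fits without a library number and the interaction of gene lists were chosen after the data were seen. So was the sum of WT LPS 8 and WT LPS 9, and the fit with the pair kept apart is the one first designed. For each move below, the cause was not tested unless a value is given for it. Of the results for named genes, 727 kept their direction and side of the threshold, 111 became weaker, 3 became stronger and 0 reversed.

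DESeq2 in place of edgeR called more genes in each contrast where either called any: 27 in males, 210 in females, 358 averaged over the sexes, 153 between female and male WT, 732 for LPS in WT, 157 for KO against WT at ns, 135 at LPS and 11 in the genotype-by-LPS interaction, with 547 LPS genes called in both genotypes in one direction and 8 genes shared by both experiments (the sex-averaged and ns calls). For LPS in KO it gave 4297, within 1.5 times of 3542. The sex-by-genotype interaction stayed at 0, with 1062 genes at an unadjusted p-value under 0.05.

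The stricter filter gave 6 calls in males, 79 in females, 218 averaged, 10 between female and male WT, 11 at ns and 5 at LPS. No filter gave 96 in females and 8 at LPS. A log2 fold change of at least 1 as well left 6 in females, 14 averaged and 2055 for LPS in KO. Only the groups compared gave 3 in females, 11 between female and male WT, 9 at ns and 3 at LPS. RLE scaling kept each count of calls within 1.5 times.

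The replicate block gave 5 calls in females, 84 averaged, 13 between female and male WT, 12 at LPS (6 higher and 6 lower, against 3 and 17) and 2 shared by both experiments. Same-numbered WT animals across sexes deviated together with a mean r of 0.0242 over 3 pairs. The neutrophil covariate gave 6 calls in males, 203 in females and 330 averaged. Leaving out each of the 18 animals in turn gave 3 to 4 calls in males, 5 to 132 in females, 54 to 279 averaged, 14 to 41 between female and male WT, and 0 in the sex-by-genotype interaction.

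Library set 1 alone gave 8 calls at ns and 10 at LPS. Set 2 alone gave 0 for LPS in KO, 0 at ns and 0 at LPS, with 2126, 638 and 423 genes at an unadjusted p-value under 0.05. With WT LPS 8 and WT LPS 9 kept apart there were 36 calls for LPS in WT, 30 shared by both genotypes and 11 for KO against WT at LPS (3 higher and 8 lower).

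Without library number 2 there were 5739 calls for LPS in WT, 3323 shared by both genotypes, 2 shared by both experiments, 13 at ns (7 higher and 6 lower) and 14 at LPS (8 higher and 6 lower). The slope of the WT on the KO response was then 0.931, against 0.258, 0.236 and 0.315 without number 3, 4 or 5, so the low count in WT rests on the libraries of number 2. Without number 3, 4 or 5, LPS in KO gave 2289, 1599 and 1202 calls, KO against WT at ns 4, 2 and 2, at LPS 3, 4 and 4, and both experiments shared 0, 0 and 0.

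Of the pairs of a gene list and a contrast, 5 passed with camera and an estimated correlation and 10 with fry, against 43. In the sex-by-genotype interaction these were 0 and 0 lists, against 4, and 4 to 8 lists passed when each animal was left out in turn. Planned fits with repeat libraries of an animal kept apart or left out were not run, since those libraries have no column of their own. Simulated 2-fold changes were called in 39.4% of genes in the sex experiment and 31.7% in the LPS experiment, so changes of that size can be missed in both. Depth was not separated from the spread within groups.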

Other observations

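The tests on neighbours of P2ry12, on markers of other cells and on splits for KO against WT at ns and at LPS, for genes shared by the sex-averaged and ns calls and for gene lists were set before their results were seen; the other tests here, and the versions without P2ry12 or without genes that overlap Med12l, were chosen after. Splits exchanged labels within same-numbered pairs, and the real one is counted. Where 1 library was left on each side without a same-numbered partner, those 2 were exchanged as well, as were WT ns 8 and WT LPS 5, which share a library set and not a number.

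In males and in females the real labels alone gave as many calls, 1 of 16 splits each, and between female and male WT 1 of 8, designs that cannot give a share under 0.05. For the averaged contrast it was 1 of 100 splits, with 136 calls in the next, which exchanged male WT 5 and male KO 5. For LPS in KO it was 1 of 100, and the next split gave 3441 calls, having exchanged labels of WT libraries only. For KO against WT at LPS it was 1 of 100, and for genes shared by the sex-averaged and ns calls 1 of 100. For KO against WT at ns 5 of 100 splits gave as many calls as the 18 found, up to 142, so that count is not set apart from other splits. For gene lists 10 of 100 gave 43 or more, up to 46, and the median of the other splits was 36, so the 43 are not set apart from other splits. With 0 calls, 100 of 100 splits were as large for the sex-by-genotype interaction (879 genes at an unadjusted p-value under 0.05), for LPS in WT (3605), for the genotype-by-LPS interaction (1698) and for LPS genes shared by both genotypes. For LPS in WT, 7 other splits gave calls. The highest, 4719 and 4641, set both WT pairs of number 2 against the other WT pairs. For the genotype-by-LPS interaction 8 other splits gave calls, up to 4394.

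Genes within 5 Mb of P2ry12 were called more often than others. With P2ry12 itself counted they were 4 of 107 in the sex experiment (one-sided Fisher's exact test, p 0.000877) and 3 of 34 in the LPS experiment (p 5.35e-05). Without P2ry12 they were 3 of 106 (Igsf10, Med12l and P2ry13, p 0.00846) and 2 of 33 (Ankub1 and Gpr171, p 0.00218). Without genes that overlap Med12l they were 0 of 98 (p 1) and 1 of 28, Ankub1 (p 0.0555). In the sex experiment that leaves out each called neighbour, so these tests cannot tell flanking DNA of the targeted locus from shared reads or from other effects on these genes. Farther along chromosome 3, 2 of 608 genes were called, Rxfp1 and Tdo2, a rate like that of other chromosomes (p 0.338). Both were lower in KO, and they start at 79548910 and 81865719. A rate over the rest of the chromosome cannot exclude flanking DNA that reaches these 2 genes. The genes in this paragraph were named after their values were seen.

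Of the 7 genes called at both ns and LPS (AC161884.1, Afm, Ccr1l1, Gm2956, Lrmda, Rxfp1 and Rxrg), 6 were tested in the sex experiment, and 5 differed there from the ns change by more than 2 combined SE, Rxrg being the exception. Ccr1l1, at -6.02 ± 0.65 at ns, was at -0.22 ± 0.15 there. The library labelled WT LPS 5, at 1.21 CPM, lay with KO for this gene, and at 541.7 CPM it lay with WT LPS for P2ry12. Differences tied to the animals of the LPS experiment, and not to P2RY12, may account for these 5, although the tables were also counted in different ways.

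Markers of neutrophils did not change between the libraries labelled LPS and ns in KO (exact two-sided permutation p 0.623) or WT (p 0.757), nor did those of monocytes (p 0.0799 in KO and 0.298 in WT), over 18 such tests. The neutrophil lists were 0.32 and 0.22 higher on the log2 scale and the monocyte lists 0.80 and 0.45. These tests did not show a rise of such cells in KO, although the monocyte difference leaves room for one that could not be told from the spread, and the WT tests rest on labels that 4 libraries go against. Markers of B cells, noticed afterwards, fell by 1.70 in KO (exact p 0.000155, Benjamini-Hochberg adjusted p 0.00279) and by 0.76 in WT (exact p 0.221, adjusted p 0.497). Whether these falls differ was not tested.

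Pgk1 was higher in KO in the sex experiment and at ns. Of the 19 other members of the glycolysis list 0 were called in either contrast, so a joint change of that pathway was not seen. The promoter of Pgk1 is common in targeting cassettes, and such a sequence in the targeted locus could add reads. At LPS, where P2ry12 fell in KO, Pgk1 differed by 0.11 ± 0.31 between KO and WT, and the interaction was not called (-1.61 ± 0.44, adjusted p 0.416). The group labelled WT LPS ran from 38.1 to 248 CPM and holds 2 libraries that go against their labels. Reads of a cassette were not measured, so this difference bears the explanation out no more than it rules it out. The construct is not described in the labels, and the pattern cannot be told apart from this explanation.

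The rise of ribosomal protein genes and pseudogenes in KO in the sex experiment may be technical. Over 12403 genes the change fell with gene span (Spearman's rho -0.174 across genes, which are not independent replicates), and pseudogenes made up 15.8% of the higher calls against 6.04% of other genes (one-sided Fisher's exact test, p 5.59e-05). Gene length and shared reads both remain as explanations there. The LPS experiment was counted in another way, and the ribosomal protein list there was higher in KO at ns, with a median of 0.42 and 75 of 83 members higher (camera, adjusted p 2.49e-08), and lower in KO at LPS, with a median of -0.30 and 5 of 83 higher (adjusted p 0.0337, and 0.117 with the replicate block). Neither passed with an estimated correlation (adjusted p 0.679 and 0.845), and both rest on WT labels that 4 libraries go against.

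The counts of WT LPS 8 and WT LPS 9 gave a chi-square per degree of freedom of 1.8634, more than sampling noise and less than the 8.32 of the next pair. One animal prepared or sequenced more than once could give this, and so could 2 very similar animals.

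In the LPS experiment, Xist was at 0.6817 to 2.11 and Ddx3y at 96.4 to 136.9 CPM in the 16 libraries of set 1. In the 17 of set 2, Xist was at 786.9 to 2707 and Ddx3y at 0 to 0.627. By these genes set 1 read as male and set 2 as female, although the labels give no sex here. Effects of sex and of library set therefore cannot be told apart, and a fit of either set alone was a fit of 1 sex. On the first principal component, 40.8% of the variance, 6 libraries, all of set 2 and of number 2 or 3, among them all 4 of number 2, were at 81 to 187.2, with 2.38% to 7.69% of counts from mitochondrially encoded genes. The other 27 were at -63.2 to -8.1, with 0.749% to 1.70%.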
